# Inhibition of DNA Methylation Suppresses Intestinal Tumor Organoids by Inducing an Anti-Viral Response

**DOI:** 10.1038/srep25311

**Published:** 2016-05-04

**Authors:** Yoshimasa Saito, Toshiaki Nakaoka, Kasumi Sakai, Toshihide Muramatsu, Kohta Toshimitsu, Masaki Kimura, Takanori Kanai, Toshiro Sato, Hidetsugu Saito

## Abstract

Recent studies have proposed that the major anti-tumor effect of DNA methylation inhibitors is induction of interferon-responsive genes via dsRNAs-containing endogenous retroviruses. Recently, a 3D culture system for stem cells known as organoid culture has been developed. Lgr5-positive stem cells form organoids that closely recapitulate the properties of original tissues. To investigate the effect of DNA demethylation on tumor organoids, we have established organoids from intestinal tumors of *Apc*^*Min/*+^ *(Min)* mice and subjected them to 5-aza-2′-deoxycytidine (5-Aza-CdR) treatment and *Dnmt1* knockdown. DNA demethylation induced by 5-Aza-CdR treatment and *Dnmt1* knockdown significantly reduced the cell proliferation of the tumor organoids. Microarray analyses of the tumor organoids after 5-Aza-CdR treatment and *Dnmt1* knockdown revealed that interferon-responsive genes were activated by DNA demethylation. Gene ontology and pathway analyses clearly demonstrated that these genes activated by DNA demethylation are involved in the anti-viral response. These findings indicate that DNA demethylation suppresses the proliferation of intestinal tumor organoids by inducing an anti-viral response including activation of interferon-responsive genes. Treatment with DNA methylation inhibitors to activate a growth-inhibiting immune response may be an effective therapeutic approach for colon cancers.

Aberrant DNA methylation at CpG island promoters of tumor suppressor genes is frequently observed in various human malignancies^1^. The DNA methylation inhibitor 5-aza-2′-deoxycytidine (5-Aza-CdR), which is an analog of cytidine, has been widely studied and was recently approved for the treatment of myelodysplastic syndrome (MDS)^1^,^2^. Other DNA methylation inhibitors are also being assessed in clinical trials. Although it is believed that the anti-tumor effect of DNA methylation inhibitors is mediated by re-activation of epigenetically silenced tumor suppressor genes in cancer cells, recent studies have proposed that the major effect of DNA methylation inhibitors is induction of interferon-responsive genes via dsRNA-containing endogenous retroviruses (ERVs)^3^,^4^. These findings may represent a major shift in our understanding of the anti-tumor mechanisms of DNA demethylating agents.

Tumor stem cells with self-renewal and multipotential capacity play critical roles in malignant tumors that show a marked capacity for metastasis and invasion. The development of chemotherapy targeting tumor stem cells has important implications for the management of various cancers. However, little is known about the effect of DNA demethylating agents on the proliferation of tumor stem cells. Lgr5, a member of the Wnt signaling pathway, has been identified as a new molecular marker of stem cells in the small intestine, colon, stomach, liver and pancreas^5^,^6^,^7^,^8^,^9^,^10^. A newly developed 3D culture system allows Lgr5-positive stem cells to form budding cyst-like structures (organoids) that resemble the properties of original tissues^5^. This type of 3D culture uses serum-free medium that includes only specifically defined factors such as R-spondin 1 (Rspo1), epidermal growth factor (EGF) and noggin. Rspo1 has been identified as a ligand for Lgr5 and an essential factor for activation of the Wnt signaling pathway^11^,^12^. In addition, a recent study has clearly demonstrated that tumor organoids closely recapitulate the properties of original tumors^13^, suggesting that patient-derived organoids may allow high-throughput drug screening and personalized cancer therapy. To investigate the effect of DNA demethylation on tumor organoids, we established intestinal tumor organoids derived from tumors of *Apc*^*Min/*+^ (*Min*) mice and subjected them to treatment with 5-Aza-CdR and knockdown of *Dnmt1*.

## Materials and Methods

### Animals and experimental design

The experimental design for our animal study is shown in Fig. 1a. All experiments and procedures were approved by the Keio University Animal Research Committee, and all methods were carried out in accordance with the approved guidelines. *Min* mice were maintained in a temperature-controlled specific pathogen-free animal facility and given free access to water and food. They were treated with 5-Aza-CdR (Sigma-Aldrich, 1 μg/body weight, n = 12) or phosphate-buffered saline (PBS, n = 11) by subcutaneous weekly injection. The injections were started at 6 weeks of age and continued for 100 days (15 injections). The weights of the mice were monitored weekly. At 21 weeks of age, the mice were dissected and their intestinal polyps were counted.

### Polyp analysis

The gastrointestinal tract (duodenum to rectum) of *Min* mice was removed immediately after sacrifice, washed with PBS, cut longitudinally and rinsed with PBS, and then fixed with Davidson’s fixative. The number and size of the polyps along the entire length of the intestine were analyzed by investigators who were blinded to the treatment regime used for the mice. Tissues were fixed in buffered formalin, embedded in paraffin blocks, and then processed for histologic analyses using standard protocols with HE staining.

### Establishment of intestinal tumor organoids and 5-Aza-CdR treatment

Isolation and dissociation of stem cells from intestinal tumors of *Min* mice and normal epithelia from wild-type C57BL/6 mice were performed as described previously^8^. Isolated tumor cells and epithelial cells were embedded in Matrigel on ice (growth factor-reduced, phenol red-free; BD Biosciences) and seeded in 48-well plates. The Matrigel was polymerized for 10 minutes at 37 °C, and overlaid with 250 μL/well basal culture medium (advanced Dulbecco’s modified Eagle medium/F12 supplemented with penicillin/streptomycin, 10 mmol/L HEPES, Glutamax, 1 × N2, 1 × B27 [all from Thermo Fisher Scientific], and 1 mmol/L *N*-acetylcysteine [Sigma-Aldrich]) containing the following optimized growth factor combinations: epidermal growth factor (EGF) and noggin for intestinal tumors; EGF, noggin and Rspo1 for intestinal epithelia. Intestinal tumor organoids were treated with 1 or 3 μM 5-Aza-CdR. Twenty-four hours after treatment, 5-Aza-CdR was removed from the culture medium, and regular culture medium was employed thereafter.

### Lentivirus-mediated knockdown of Dnmt1 in tumor organoids

Lentivirus-mediated shRNA against the mouse *Dnmt1* gene (GIPZ lentiviral shRNA) and a shRNA control (GIPZ lentiviral empty vector shRNA) were purchased from Thermo Fisher Scientific. Preparation of organoids and lentiviral infection were performed as described previously^14^. Twenty-four hours after transduction, the infected organoids were selected with puromycin (1 μg/ml).

### Cell proliferation assay

Cell proliferation activity of tumor organoids was examined by WST assay using the Cell Counting Kit-8 (Dojindo, Japan) in accordance with the manufacturer’s instructions. Absorbance at 450 nm was measured using an Infinite M1000 PRO microplate reader (TECAN).

### RNA extraction and microarray analyses

Total RNAs from cultured tumor organoids were extracted using a mirVana isolation kit (Thermo Fisher Scientific). Microarray analyses were conducted by Toray Industries (www.toray.com: Tokyo, Japan). All data were submitted to the GEO database, under the accession number GSE72768. Gene Ontology (GO) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analyses of the microarray data were performed using Genecoids (http://genecoids.dacya.ucm.es/analysis/). Hypergenometric *p*-values corrected by the false discovery rate (FDR) were calculated. The threshold for the significant GO and pathway was set at *p* < 0.05.

### Quantitative RT-PCR

Levels of *Dnmt1* expression were analyzed by quantitative RT-PCR using the TaqMan gene expression assay (Thermo Fisher Scientific) in accordance with the manufacturer’s instructions. Expression levels of interferon-responsive genes (*Oas1, Irf7, Isg15, Rig1, Mda5*) and murine ERVs (IAP-1, MLV, LV30-2, MuRRS) were analyzed by quantitative RT-PCR using the Universal SYBR Select Master Mix (Thermo Fisher Scientific) as described previously^15^,^16^. The primer sequences are summarized in Supplementary Table S1.

### Statistical analysis

Data obtained from polyp counting, WST assay and quantitative RT-PCR were analyzed by independent t-test using the SPSS 23.0 statistical software package. Differences at *p* < 0.05 were considered significant.

## Results

### Anti-tumor effect of 5-Aza-CdR on intestinal tumor formation in *Min* mice

To study the effects of DNA methylation inhibitor on intestinal tumor formation *in vivo*, we treated *Min* mice with 5-Aza-CdR. The experimental design of this study is shown in Fig. 1a. From 6 weeks of age, 1 μg per body weight (g) 5-Aza-CdR was injected subcutaneously into *Min* mice once a week for 100 days (15 injections). Control *Min* mice received PBS instead of 5-Aza-CdR. The mice were then dissected at 21 weeks of age, and the polyps were counted to investigate the suppressive effects of 5-Aza-CdR on tumor progression. Growth curves of male and female *Min* mice treated with either 5-Aza-CdR or PBS are shown in Fig. 1a. As can be seen, treatment with 5-Aza-CdR did not have any significant effect on body weight.

The number of intestinal polyps at 21 weeks of age was determined by examining the mucosa over the entire length of the intestine. Figure 1b shows examples of the macroscopic and microscopic (HE staining) features of the intestine in *Min* mice treated with either 5-Aza-CdR or PBS. Numerous adenomas were found throughout the entire intestine of control *Min* mice treated with PBS, whereas *Min* mice treated with 5-Aza-CdR showed a decrease of adenoma formation. The graphs shown in Fig. 1c demonstrate the number of polyps in male and female *Min* mice treated with either 5-Aza-CdR or PBS. Treatment of male and female *Min* mice with 5-Aza-CdR significantly reduced the average number of intestinal adenomas from 66 to 44, and from 65 to 47, respectively. In addition, the average number of large adenomas (>3 mm) in *Min* mice treated with 5-Aza-CdR was significantly decreased from 24 to11, whereas there was no significant difference in the average number of small adenomas (<3 mm). These results indicate that treatment of *Min* mice with the DNA methylation inhibitor 5-Aza-CdR suppresses the development of intestinal tumors.

### Anti-tumor effect of 5-Aza-CdR on growth of intestinal tumor organoids

To investigate the effects of the DNA methylation inhibitor on intestinal tumor cells *in vitro*, we established cultured organoids from intestinal tumors of *Min* mice as well as intestinal epithelia of wild-type C57BL/6 mice. As described previously^8^, organoids derived from *Apc*-deficient tumors formed cystic organoid structures without the “budding” that is observed in intestinal epithelial organoids derived from wild-type C57BL/6 mice (Fig. 2a). Since Apc loss constitutively activates the Wnt pathway, Rspo1 was dispensable for the culture of *Apc*-deficient tumor organoids. We treated *Apc*-deficient intestinal tumor organoids with 5-Aza-CdR and analyzed the WST cell proliferation assay of the organoids at 4 days after 5-Aza-CdR treatment. As shown in Fig. 2b, the organoids were unable to proliferate after treatment with 5-Aza-CdR. The results of the WST assay clearly indicated that cell proliferation activity of the tumor organoids was significantly reduced after treatment with both 1 μM and 3 μM 5-Aza-CdR. In addition, the cell proliferation activity after treatment with 1 μM 5-Aza-CdR was markedly lower in organoids derived from intestinal tumors of *Min* mice than in organoids derived from normal intestinal epithelia of wild-type mice (Fig. 2b). These results indicate that 5-Aza-CdR exerts an anti-tumor effect on tumor organoids but is much less toxic to normal intestinal organoids.

### Anti-tumor effect of Dnmt1 knockdown on growth of intestinal tumor organoids

The cellular toxicity of 5-Aza-CdR may affect gene expression and proliferation of intestinal tumor organoids. Therefore, to evaluate the effect of DNA demethylation in the absence of cellular toxicity, we next performed lentivirus-mediated knockdown of the major DNA methyltransferase, *Dnmt1*, in intestinal tumor organoids. Successful transfection of lentiviral shRNA against *Dnmt1* and control shRNA was confirmed by expression of GFP in the organoids (Fig. 2c). WST assay was performed to investigate the cell proliferation activity of intestinal tumor organoids. We seeded the cells obtained from the organoids of *Dnmt1* knockdown and control (GFP) at 2 × 10^4^ cells per well, and then examined cell proliferation until 9 days after cell plating. As shown in Fig. 2c, cell proliferation activity of *Dnmt1* knockdown organoids was significantly suppressed in comparison with the control after 7 and 9 days of culture.

### Treatment with 5-Aza-CdR and knockdown of Dnmt1 induce an anti-viral response in intestinal tumor organoids

To identify the genes that were differentially expressed upon inhibition of DNA methylation, we conducted microarray analyses of *Apc*-deficient intestinal tumor organoids after treatment with 1 μM 5-Aza-CdR and knockdown of *Dnmt1*. Total RNAs were extracted at 4 days after 1 μM 5-Aza-CdR treatment and at 9 days after the lentivirus infection, respectively. 

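RNA of each of the 4 organoid cultures was hybridized to 1 Toray array in a single color (Cy5). With 1 array per condition, no difference has a replicate error and no p-value is given. The 5-Aza-CdR array was compared with the untreated control, and 5-Aza-CdR had been in the medium for the first 24 hours. The Dnmt1 knockdown array was compared with the control shRNA array, so the 2 comparisons shared no array. For the RNA extraction, the Methods name the mirVana kit and the sample labels name an RNeasy kit. Each array held 23473 probes, 2736 blank spots and 1102 spots marked as without probe. The authors subtracted the mean of the blank spots from the spot signal and scaled each array to a median of 25. These deposited values are called intensities here. For the log2 ratios, the uncorrected spot signals were background-corrected with normexp at an offset of 50 and quantile normalized over the 4 arrays. The offset draws the ratios of dim genes toward 0. In simulated data, differences were set only in probes more than 100 units above the mean of the blank spots. The median probe of the untreated control lay 20.7 units above it. In those bright probes a 2-fold increase gave a median log2 ratio of 0.84 and passed the 2-fold rule in 4% of genes. A 4-fold increase gave 1.71 and passed it in 100%, and a 4-fold decrease gave -1.46 and passed it in 92%. These rates do not cover dimmer genes. A gene was called higher or lower when it differed at least 2-fold from its own control and was detected, above the mean plus 2 SD of the blank spots, on the array with the higher signal. The detected probes were 20892 in the untreated control, 21797 with 5-Aza-CdR, 19042 in the control shRNA and 19890 with Dnmt1 knockdown. A gene symbol was attached to 16631 probes, which covered 16446 genes, and the other 6842 probes were unnamed here. Of these symbols, 16384 matched a name or synonym in the RefSeq annotation of GRCm38.p6, and symbols are written as the arrays give them.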

At these points, we confirmed that the growth of the organoids and *Dnmt1* expression were significantly decreased. 

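Dnmt1, the methyltransferase that copies DNA methylation at replication, had an intensity of 126 in the control shRNA organoids and 71.7 in the Dnmt1 knockdown organoids, a log2 ratio of -0.69. In the untreated control its intensity was 239, and 4 days after 5-Aza-CdR it was 368, a log2 ratio of 0.39. Of 49 detected genes of cell cycle and DNA replication, 8 had a log2 ratio above 0 with Dnmt1 knockdown and 30 with 5-Aza-CdR. None of the 49 passed the 2-fold rule in either comparison. The median of the list was -0.19 with Dnmt1 knockdown, below each of 10000 random lists of the same size and of similar mean signal. With 5-Aza-CdR the median was 0.08, at percentile 96.9 of such lists. The control shRNA culture over the untreated control had a median of -0.25 for the same genes. A shift at least as large as with Dnmt1 knockdown thus also lay between the 2 controls. Ccna2, cyclin A2, had log2 ratios of 0.41 with 5-Aza-CdR and -0.45 with Dnmt1 knockdown, and Kif20a, a kinesin of cell division, had 0.54 and -0.52. Mki67, a marker of cycling cells, had -0.33 and -0.31. Top2a, the topoisomerase of dividing cells, had -0.26 and -0.50. The Dnmt1 values rest on 1 probe, and probes of the same gene differed by an SD of 0.21 in the log2 ratio with 5-Aza-CdR and 0.15 with Dnmt1 knockdown. The log2 ratio of Dnmt1 with 5-Aza-CdR was 0.63 in the deposited values and 0.81 with median scaling, and 0.17 with the local background subtracted, a setting chosen after the data had been seen.

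**Figure D1:**
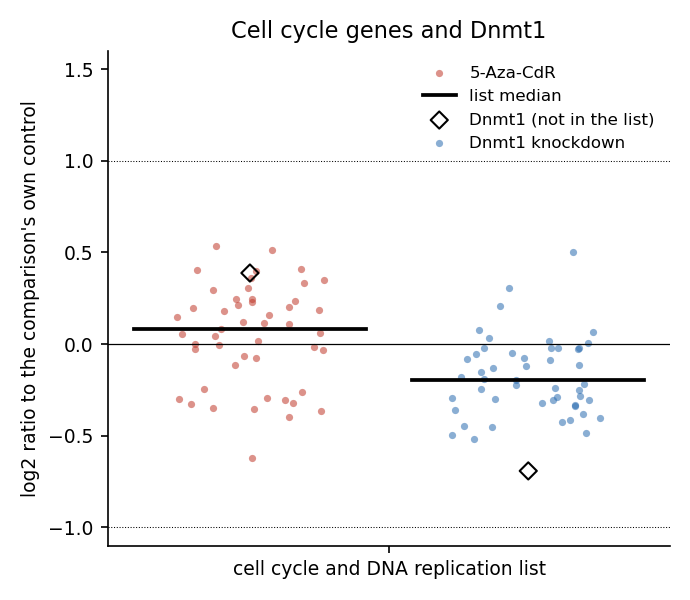
Log2 ratio to the comparison's own control (vertical axis) of each detected gene of the cell cycle and DNA replication list (points), with the list median (bar) and Dnmt1 (diamond), for 5-Aza-CdR and Dnmt1 knockdown. The medians are 0.08 and -0.19, and the dotted lines mark the 2-fold limits.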

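After 5-Aza-CdR, 145 genes were at least 2-fold higher and 102 at least 2-fold lower than in the untreated control. With Dnmt1 knockdown, 47 genes were higher and 20 lower than in the control shRNA organoids. The highest log2 ratios with 5-Aza-CdR belonged to Oas1a (3.67), which makes the 2'-5' oligoadenylates that activate RNase L, and to the interferon-induced gene D12Ertd647e (Ifi27, 3.64). Sprr2b, a protein of the cornified envelope, followed with 3.37, then Ly6d, a surface protein, with 3.23 and the F-box gene Fbxo39 with 3.11. The lowest were Ces6, a carboxylesterase (-3.08), the goblet cell gene Spink4 (-2.75), the hypoxia-induced genes Ndrg1 (-2.48) and Car9 (-2.35), and the aldehyde dehydrogenase Aldh1b1 (-2.42). With Dnmt1 knockdown the highest were Oas1a (3.23), Fbxo39 (3.02), 2210415F13Rik (Lypd8, 2.99), Usp18, which removes Isg15 from proteins (2.79), and Ifit3, an interferon-induced antiviral protein (2.75). The lowest were 1810030J14Rik (Mptx1, -3.19), Tff2, a trefoil factor (-2.09), the carbonic anhydrase Car1 (-2.09), Aldh3a1 (-1.91) and Gabrp (-1.64). Several of these genes also differed strongly between the untreated control and the control shRNA. Their intensities there were 2515 and 125 for Spink4, 1210 and 26.6 for Car9, 36.9 and 1107 for Tff2, and 15.55 and 419 for Car1. For Ly6d they were 157 and 11964, and for Sprr2b 1306 and 29654. The share of higher genes among those called was 58.7% with 5-Aza-CdR and moved to 86.8% with median scaling and 74.3% in the deposited values. With Dnmt1 knockdown it was 70.1%, and it was 87.9% in the deposited values, 56.5% at an offset of 16, 40.2% with plain subtraction of the blank signal and 36.4% with the local background subtracted. The median log2 ratio of all genes was -0.36 with 5-Aza-CdR under 75th percentile scaling, and 0.15 with 5-Aza-CdR and 0.25 with Dnmt1 knockdown in the deposited values.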

A number of genes were significantly up-regulated in the organoids by pharmacologic and genetic inhibition of DNA methylation. 

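27 genes were at least 2-fold higher both with 5-Aza-CdR and with Dnmt1 knockdown, and 0 were lower in both. Independent lists of these sizes would share 0.41 higher genes. Among the 27 were 3 ADP-ribosyltransferases, Parp9, Parp12 and Parp14, the last with log2 ratios of 1.75 with 5-Aza-CdR and 1.37 with Dnmt1 knockdown. B2m, the light chain of MHC class I, had 2.34 and 1.82, but -0.29 with Dnmt1 knockdown when the local background was subtracted, a setting chosen after the data had been seen. The local background rose with the spot's own signal (correlation of logs 0.96 in the control shRNA and 0.94 with Dnmt1 knockdown), so subtracting it can remove signal. Ccl2, a chemokine that attracts monocytes, had 2.37 and 1.26. Irgm (Irgm1), an interferon-induced GTPase, had 2.26 and 2.12. Rtp4 had 1.84 and 2.14, and D11Ertd759e (Rnf213), an E3 ubiquitin ligase, had 1.83 and 1.88. Opposite calls were made for 4 genes at the offset of 50. Aldh3a1, Kcne3 and Mal were higher with 5-Aza-CdR (1.02, 1.16 and 1.33) and lower with Dnmt1 knockdown (-1.91, -1.20 and -1.37), and the goblet cell gene Tff3 was lower with 5-Aza-CdR (-2.04) and higher with Dnmt1 knockdown (1.12). Kcne3 and Mal are named because of their values. The controls themselves differed, with intensities of 7.62 in the untreated control and 1194 in the control shRNA for Aldh3a1. For Mal they were 20.4 and 707. The opposite calls of Aldh3a1 and Mal thus started from unlike levels in the controls. In the deposited values 20 genes were higher with 5-Aza-CdR and lower with Dnmt1 knockdown, and 17 the reverse. These counts were 36 and 2 with plain subtraction of the blank signal, 6 and 1 at an offset of 16, and 20 and 8 with the local background subtracted. Across the 13454 genes detected on all 4 arrays, which are not independent replicates, the log2 ratios of the comparisons had a Pearson r of 0.28 and a Spearman rho of 0.15. The count of 27 became 155 in the deposited values (49.0 for independent lists), 71 with plain subtraction of the blank signal (7.21) and 43 at an offset of 16 (1.08), each including the 27, and 18, 40 and 7 genes were then lower in both (2.33, 7.89 and 0.613 for independent lists). It became 75 at a 1.5-fold limit, with 27 lower in both, and 13 at a 3-fold limit. With median and with 75th percentile scaling r became 0.16 and rho 0.0154. These scalings differ by a constant per array, so their r and rho are the same by construction. With the local background subtracted, 29 genes were higher in both (1.94 for independent lists), only 12 of them among the 27, 8 were lower in both (3.01) and r became 0.036 and rho 0.0355.

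**Figure D2:**
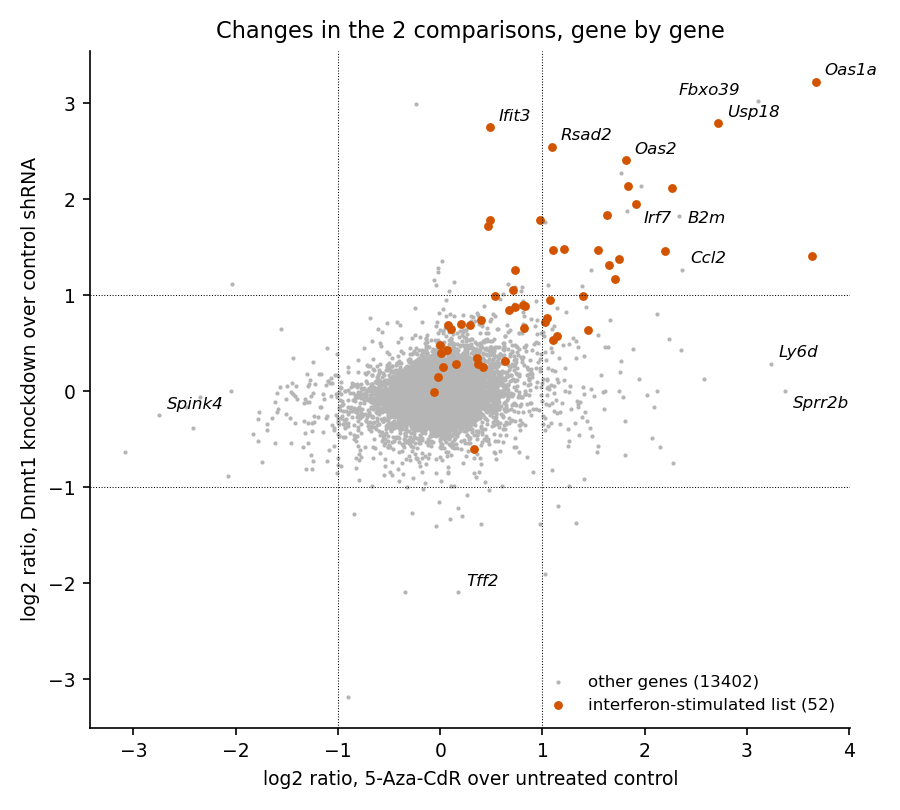
Log2 ratio of 5-Aza-CdR over untreated control (horizontal axis) against that of Dnmt1 knockdown over control shRNA (vertical axis) for each gene detected on all 4 arrays, with the 52 genes of the interferon-stimulated list in orange. The dotted lines mark the 2-fold limits, and Oas1a lies farthest to the upper right at 3.67 and 3.23.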

Table 1 shows the top 25 genes that were commonly up-regulated by both 5-Aza-CdR treatment and *Dnmt1* knockdown in the tumor organoids. All data for the genes activated by DNA demethylation are available in Supplementary Table S2. As shown in Table 1, interferon-responsive genes including *2*′*-5*′ *oligoadenylate synthetase (Oas)* and *interferon regulatory factor 7 (Irf7)* were markedly activated in the tumor organoids after treatment with 5-Aza-CdR and knockdown of *Dnmt1*. 

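Of the Oas genes with a named probe, Oas1a had an intensity of 8.51 in the untreated control and 658 after 5-Aza-CdR, and of 41.5 in the control shRNA organoids and 651 with Dnmt1 knockdown. Oas2 went from 2.41 to 126 and from 9.22 to 182, with log2 ratios of 1.82 and 2.40. Oasl1 had log2 ratios of 1.63 with 5-Aza-CdR and 1.84 with Dnmt1 knockdown, Oasl2 had 0.97 and 1.79, and Oas1b had 0.36 and 0.35. Irf7, the transcription factor that amplifies type I interferon expression, had intensities of 22.5 and 226 in the first comparison and 27.7 and 200 in the second, with log2 ratios of 1.91 and 1.95. With the local background subtracted, a setting chosen after the data had been seen, the second ratio of Irf7 was -0.26. That background rose with the spot's own signal (correlation of logs 0.96 in the control shRNA and 0.94 with Dnmt1 knockdown). Among the alternatives set before, the lowest fold of Irf7 with Dnmt1 knockdown was 3.34, with median scaling. By RT-PCR the paper reports an increase of Irf7 with Dnmt1 knockdown. Isgf3g (Irf9), the DNA-binding part of the complex that interferon activates, had log2 ratios of 1.65 and 1.31. Bst2, which tethers budding virus to the cell, had 2.20 and 1.46, and Rsad2, viperin, had 1.09 and 2.55. Mx2, an antiviral GTPase, had 0.49 with 5-Aza-CdR and 1.78 with Dnmt1 knockdown. Ifi44 was below detection in the untreated control and had an intensity of 112 after 5-Aza-CdR. Of the symbols in Table 1, 20 had a named probe. Of these 20 genes, which the study chose on these arrays, 8 were at least 2-fold higher in both comparisons and 18 were so in the deposited values. For 9 of the 20 the intensity in a control was no higher than the 95th percentile of the spots without probe, so the size of the ratio is poorly determined. A probe of a family with similar sequences, such as Oas1 or Ifit, can also bind transcripts of other members.

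**Figure D3:**
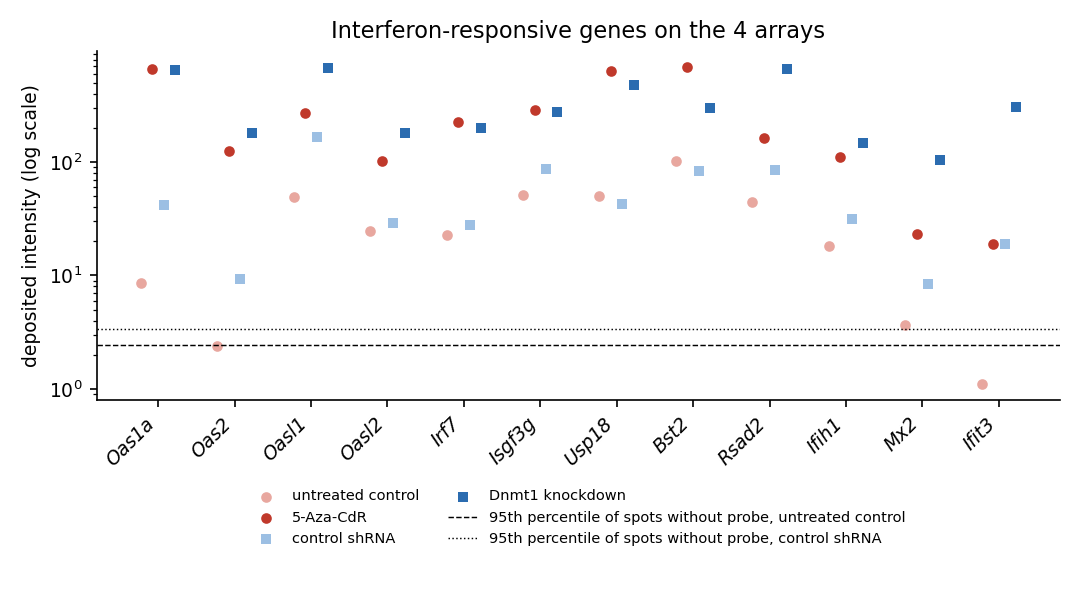
Deposited intensity (log scale) of 12 interferon-responsive genes on each of the 4 arrays (points), with the 95th percentile of the spots without probe in the untreated control (dashed, 2.42) and the control shRNA (dotted, 3.36). Oas2 and Ifit3 lie under the dashed line in the untreated control, at 2.41 and 1.11.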

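Of 57 detected genes of a list of interferon-stimulated genes, 24 were at least 2-fold higher with 5-Aza-CdR, 23 with Dnmt1 knockdown and 17 with both, and 0 were lower. The median log2 ratio of the list was 0.74 with 5-Aza-CdR and 0.87 with Dnmt1 knockdown. Of the 34 detected members that the study does not name, 12 and 8 were higher, with medians of 0.52 and 0.69. The deposited values had 41 and 44 of the 57 higher, and 20 and 22 of the 34. Among 14 genes of MHC class I presentation, 5 rose with 5-Aza-CdR and 3 with Dnmt1 knockdown (6 in the deposited values), and the medians were 0.48 and 0.49. Psmb8, a subunit of the immunoproteasome, had log2 ratios of 2.12 and 0.80, Psmb9 had 1.06 and 1.10, and the peptide transporter Tap1 had 1.14 and 0.57. Among 19 genes of RNA sensing, 5 rose with 5-Aza-CdR and 2 with Dnmt1 knockdown, with medians of 0.35 and 0.26, against 7 and 8 and medians of 0.80 and 0.81 in the deposited values. Ifih1 (Mda5), a sensor of long double-stranded RNA, had 1.21 and 1.48. The adaptor Myd88 had 1.12 and 0.68, and Adar, which edits double-stranded RNA, had 1.05 and 0.76. The median of each of these lists lay above all 10000 random lists in both comparisons. In the control shRNA culture over the untreated control, the medians were 0.12 for interferon-stimulated genes and 0.10 for RNA sensing. For MHC class I it was -0.50 there, with 5 genes lower, so a shift of similar size also lay between the controls. Of 28 genes of chemokines and NF-kB targets, 4 rose with 5-Aza-CdR, and with Dnmt1 knockdown 2 rose and 1, Cxcl5, fell (-1.38), with medians of 0.20 and 0.05, against 10 higher and 1 lower and 7 higher and 1 lower, with medians of 0.48 and 0.46, in the deposited values. At the offset of 50, no gene passed the 2-fold rule among 12 genes of DNA sensing (medians 0.04 and 0.0023), among the interferons and their receptors (-0.01 and -0.0066) or among 4 genes of MHC class II (0.05 and 0.02). In the deposited values 1 gene of DNA sensing was higher in each comparison, and 2 of the interferons and receptors and 2 of MHC class II were higher with 5-Aza-CdR and 1 of each with Dnmt1 knockdown. The sign of the median changed under another scaling for DNA sensing and for the interferons and receptors in both comparisons, and for MHC class II with 5-Aza-CdR. Ifnb1 had intensities of 5.15 and 6.68 in the first comparison and 4.34 and 9.72 in the second. Markers of immune cells, which a polyp could carry over, had medians of -0.02 with 5-Aza-CdR, a sign that changed under another scaling, and 0.01 with Dnmt1 knockdown, and none passed the 2-fold rule at the offset of 50. Of such markers 1 of 25 was higher in the deposited values with 5-Aza-CdR and 4 of 22 with Dnmt1 knockdown, with medians of 0.05 and 0.42, the latter at percentile 93.5 of random lists. With the local background subtracted, chosen after the data had been seen, 13 interferon-stimulated genes were higher with 5-Aza-CdR, and with Dnmt1 knockdown the median of MHC class I was -0.08, at percentile 18.1 of random lists. That background rose with the spot's own signal.

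**Figure D4:**
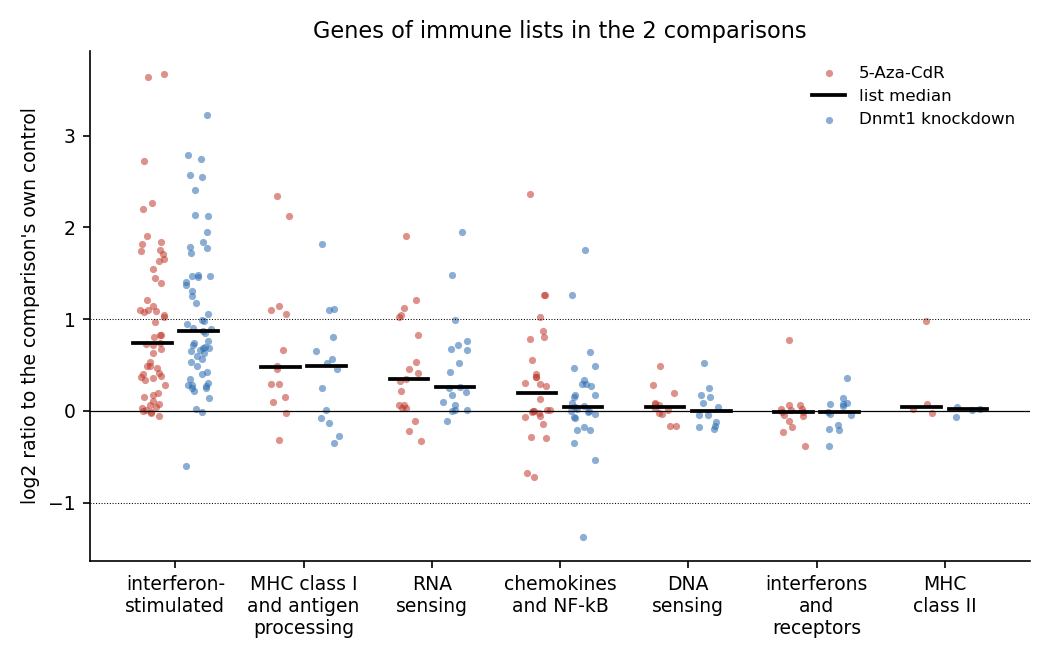
Log2 ratio to the comparison's own control (vertical axis) of each detected gene (points) of 7 immune lists, with list medians (bars), for 5-Aza-CdR and Dnmt1 knockdown. The medians of the interferon-stimulated list are 0.74 and 0.87, and those of DNA sensing, of interferons and receptors and of MHC class II lie between -0.01 and 0.05, with signs that change under another scaling except for MHC class II with Dnmt1 knockdown.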

Fifteen out of the top 25 up-regulated genes (60%) included the term “immune” or “interferon” in the gene name descriptor and GO annotation, indicating that these genes activated by DNA demethylation are involved in the pathway of the interferon and immune response. To determine whether the genes activated by DNA demethylation play a role in biological process, GO analysis was performed. The top 10 terms demonstrated by GO analysis of the genes commonly up-regulated by both 5-Aza-CdR treatment and *Dnmt1* knockdown in the tumor organoids are shown in Table 2. 

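Table 2 prints 26 genes, of which 23 had a named probe. These were chosen by the study on these arrays, so their direction is not independent evidence. Of the 23 genes, 13 were at least 2-fold higher with 5-Aza-CdR, 14 with Dnmt1 knockdown and 9 with both, and 22 had a log2 ratio above 0 in both. In the deposited values, 22 were at least 2-fold higher in both. The median log2 ratio was 1.09 with 5-Aza-CdR and 1.26 with Dnmt1 knockdown. Under the term response to virus, 7 of the 8 genes had a named probe, and 3 of these rose in both (6 in the deposited values). Under cellular response to exogenous dsRNA stand Zc3hav1, a zinc finger protein that binds viral RNA, with log2 ratios of 0.67 and 0.85, and the 1 probe named Ifit1, with -0.02 and 0.15, the former poorly determined since its intensity in the untreated control lay in the range of the spots without probe. Whether an unnamed probe also measures Ifit1 is not known. Of the 6 genes under immune response, 3 rose in both (6 in the deposited values) and 6 were above 0 in both. Among them Ccl5, a chemokine that attracts T cells, had log2 ratios of 0.56 and 0.64. Under cellular response to interferon-beta, Gbp2, a guanylate-binding protein, had 1.11 and 0.53. Ube2l6, which conjugates Isg15 to proteins, had 0.74 with 5-Aza-CdR and 1.26 with Dnmt1 knockdown, and Ubd, a ubiquitin-like modifier, had 1.09 and 0.22.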

The GO analysis revealed that the genes that were activated by DNA demethylation in the tumor organoids are involved in the anti-viral response, immune response and cellular response to interferon and exogenous dsRNA. Moreover, pathway enrichment analysis also revealed that these genes up-regulated by DNA demethylation were associated with the KEGG pathways of the anti-viral responses to measles and hepatitis C (Table 2). 

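The 8 genes that Table 2 prints under measles, again picked on these arrays, all had log2 ratios above 0 in both comparisons, and 5 were at least 2-fold higher with 5-Aza-CdR, 6 with Dnmt1 knockdown and 4 with both (8 with both in the deposited values). Stat2, which carries the interferon signal to the nucleus, had an intensity of 24.1 in the untreated control and 75.3 after 5-Aza-CdR, and of 28.3 in the control shRNA organoids and 94.7 with Dnmt1 knockdown. Its log2 ratios were 0.71 and 1.06. Ifih1 had intensities of 18.2 and 110 in the first comparison and 31.6 and 148 in the second. Of the 6 genes under hepatitis C, 3 were higher in both (5 in the deposited values) and 5 were above 0 in both, and the named probe of Ifit1 was not. Under the cytosolic DNA-sensing pathway, 1 of 3 genes was higher in both, and under Toll-like receptor signaling 1 of the 2 with a named probe, against 3 and 2 in the deposited values. From the terms attached to the genes of Table 1 and from the GO and pathway analyses of the common genes, the paper reasons that the genes activated by DNA demethylation belong to the interferon, immune and antiviral responses.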

Finally, to validate activation of the RIG-1/MDA5 RNA response pathway, we examined expression levels of interferon-responsive genes and murine ERVs in intestinal tumor organoids after 5-Aza-CdR treatment and *Dnmt1* knockdown. Expression levels of murine ERVs such as IAP-1, MLV, LV30-2 and MuRRS were significantly increased in the organoids after 5-Aza-CdR treatment and *Dnmt1* knockdown (Fig. 3A). Moreover, expression levels of interferon-responsive genes such as *Oas1, Irf7, Isg15, Rig1* and *Mda5* were also increased by 5-Aza-CdR treatment in a dose-dependent manner and *Dnmt1* knockdown (Fig. 3B).

## Discussion

Several studies have demonstrated that DNA methylation inhibitors such as 5-Aza-CdR and zebularine suppress intestinal tumors in *Min* mice^17^,^18^. However, the molecular mechanisms underlying this anti-tumor effect remain to be clarified. So far, the major mechanism responsible for the anti-tumor effect of DNA methylation inhibitors has been considered to be re-activation of silenced tumor suppressor genes by DNA demethylation of their CpG island promoters. Recently, however, two groups, Roulois *et al*. and Chiappinelli *et al.*, have demonstrated that DNA demethylating agents can induce a cell-autonomous immune activation response by stimulating the expression of dsRNA-containing ERVs^3^,^4^. This may represent a paradigm shift in our understanding of the anti-tumor mechanism of DNA demethylating agents.

In Rspo1-based 3D culture system, Lgr5-positive stem cells form ever-expanding organoids that retain their tissue identity. The tumor organoids derived from *Apc*-deficient tumors can be stably maintained in culture medium without Rspo1 and form cystic organoid structures, because Apc loss constitutively activates the Wnt signaling pathway in tumor cells. Our present results show that pharmacologic and genetic DNA demethylation by 5-Aza-CdR treatment and *Dnmt1* knockdown suppresses the proliferation of *Apc*-deficient intestinal tumor organoids. In addition, the data from microarray analyses clearly demonstrate that the majority of genes commonly up-regulated by 5-Aza-CdR treatment and *Dnmt1* knockdown are associated with the immune response to virus and dsRNAs and the interferon response. Indeed, expression levels of murine ERVs and interferon-responsive genes including the Rig1/Mda5 RNA response pathway were significantly increased after 5-Aza-CdR treatment and *Dnmt1* knockdown. 

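Of the 27 genes that rose in both comparisons, 17 (63.0%) belonged to the interferon-stimulated list, which held 0.347% of the genes on the array. Together with the lists of MHC class I, RNA sensing and chemokines, 21 of the 27 (77.8%) were covered. They included Ifi35, Psmb9, Cxcl10 and Oasl1. Of the 17, Oas1a, Oas2, Usp18, Bst2, Irf7, Ifi44, Parp14, Ifih1 and Rsad2 stand in the study's tables, which were picked on these arrays. For them the share is not independent evidence. The study does not name D12Ertd647e, Irgm, Rtp4, Parp9, Parp12, Isgf3g, Oasl1 and Ifi35. The 6 in none of these lists were Fbxo39, Olfr56, Ogfr, D11Ertd759e (Rnf213), 2310016F22Rik (Apol9b) and 1810023F06Rik (Ifi27l2b), the last named because of its value. The lists need not be complete, so a gene outside them may still respond to interferon. Ogfr, the opioid growth factor receptor, had log2 ratios of 1.38 with 5-Aza-CdR and 1.09 with Dnmt1 knockdown, and 2310016F22Rik had 1.96 and 2.13, the latter turning to -0.25 with the local background subtracted, a setting chosen after the data had been seen. That background rose with the spot's own signal. The share in the 4 lists depended on the setting. It was 69.8% of 43 genes at an offset of 16 and 59.2% of 71 genes with plain subtraction of the blank signal, but 50.7% of 75 genes at a 1.5-fold limit and 27.7% of 155 genes in the deposited values. In settings chosen after the data had been seen it was 34.5% of 29 genes with the local background subtracted and 48.9% of 88 genes in the deposited values with detection by the spots without probe. Of the 47 genes that rose with Dnmt1 knockdown, 27 (57.4%) also rose with 5-Aza-CdR, against 155 of 851 in the deposited values, 71 of 204 with plain subtraction of the blank signal and 29 of 207 with the local background subtracted.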

We investigated the levels of DNA methylation around the promoter regions of these genes, including *Irf7*, by pyrosequencing in intestinal tumor organoids, but found no significant difference after 5-Aza-CdR treatment and *Dnmt1* knockdown (data not shown). Therefore, our present results strongly support the hypothesis that the main anti-tumor effect of DNA demethylating agents is induction of an anti-viral response via activation of dsRNA-containing ERVs^3^,^4^.

Taken together, these findings indicate that inhibition of DNA methylation suppresses intestinal tumor organoids by inducing a growth-inhibitory immune response, including activation of interferon-responsive genes, in response to ERVs. Treatment with DNA methylation inhibitors to activate a growth-inhibiting immune response could be an effective therapeutic approach for colon cancers. In the future, patient-derived tumor organoids may allow evaluation of sensitivity to DNA methylation inhibitors and personalized epigenetic therapy for cancer.

## Additional Information

**How to cite this article**: Saito, Y. *et al*. Inhibition of DNA Methylation Suppresses Intestinal Tumor Organoids by Inducing an Anti-Viral Response. *Sci. Rep*. **6**, 25311; doi: 10.1038/srep25311 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
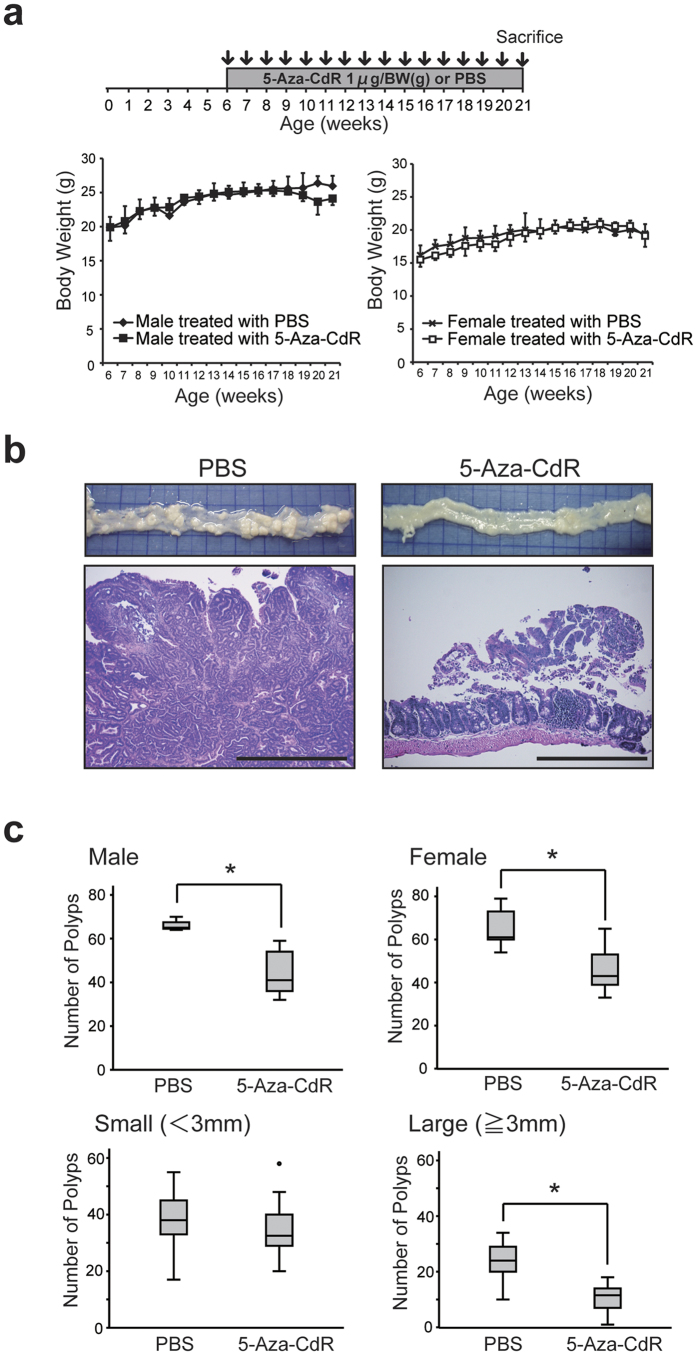
Anti-tumor effect of 5-Aza-CdR on intestinal tumor formation in *Min* mice. (**a**) Experimental design of the animal study and growth curves of male and female *Min* mice. From 6 weeks of age, 1 μg per body weight (g) 5-Aza-CdR or PBS was injected subcutaneously into *Min* mice once a week for 100 days (15 injections). The mice were then dissected at 21 weeks of age, and the number of polyps was counted. (**b**) Examples of the macroscopic and microscopic (HE staining) features of the intestine in *Min* mice treated with either 5-Aza-CdR or PBS. Scale bars: 1000 μm. (**c**) Average numbers of polyps in the intestine of male and female *Min* mice treated with either 5-Aza-CdR or PBS (upper). Average numbers of large polyps (>3 mm) and small polyps (<3 mm) in the intestine of *Min* mice treated with either 5-Aza-CdR or PBS (lower). *p < 0.05.

**Figure 2:**
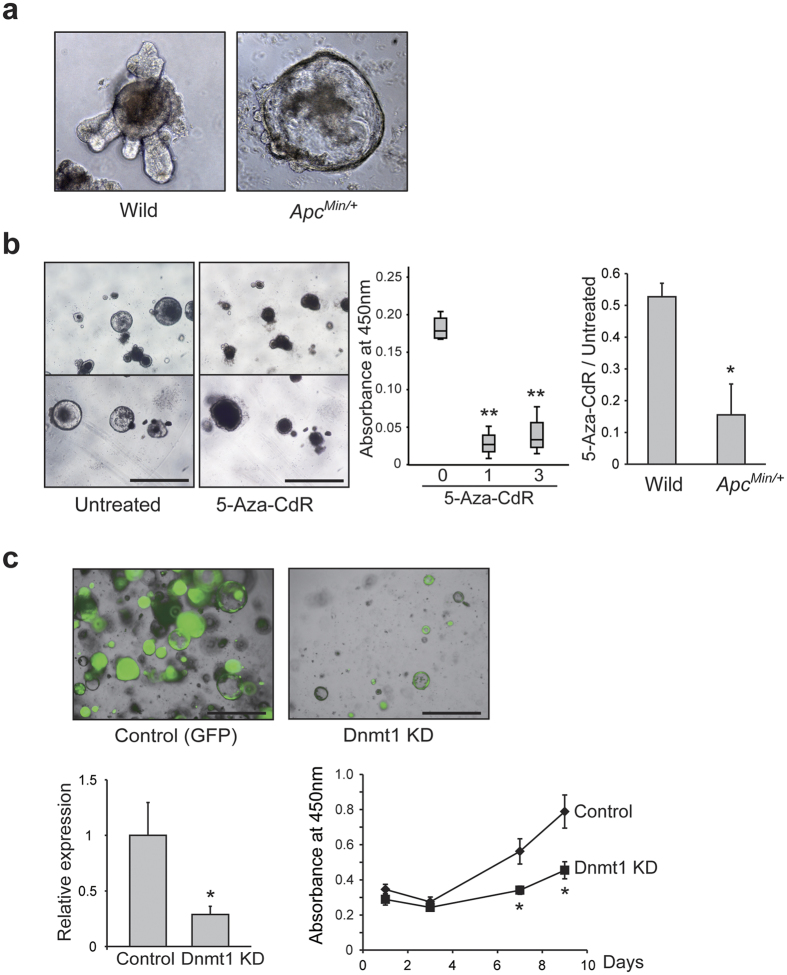
Anti-tumor effect of 5-Aza-CdR treatment and *Dnmt1* knockdown in intestinal tumor organoids. (**a**) Bright-field images of organoids derived from intestinal epithelia of wild-type C57BL/6 mice (Wild) and intestinal tumors of *Min* mice (*Apc*^*Min/*+^). (**b**) Bright-field images of intestinal tumor organoids of *Min* mice after treatment with 5-Aza-CdR. Scale bars: 1000 μm (left). WST cell proliferation assay of intestinal tumor organoids of *Min* mice after treatment with 1 μM or 3 μM 5-Aza-CdR. **p < 0.001 compared to untreated control (middle). WST cell proliferation assay of organoids derived from intestinal epithelia of wild-type C57BL/6 mice (Wild) and intestinal tumors of *Min* mice (*Apc*^*Min/*+^) after treatment with 1 μM 5-Aza-CdR. Values were normalized to untreated controls. *p < 0.005 compared to Wild (right). We analyzed the WST cell proliferation assay of the organoids at 4 days after 5-Aza-CdR treatment. (**c**) Images of intestinal tumor organoids transfected with lentiviral shRNA against *Dnmt1* and control shRNA. Transfection of lentivirus vectors was confirmed by GFP expression in the organoids (upper). Relative expression of *Dnmt1* normalized to *Gapdh* and WST cell proliferation assay in intestinal tumor organoids transfected with lentiviral shRNA against *Dnmt1* and control shRNA. We seeded the cells obtained from the organoids of *Dnmt1* knockdown and control (GFP) at 2 × 10^4^ cells per well, and then examined cell proliferation until 9 days after cell plating. *p < 0.05 compared to control (lower).

**Figure 3:**
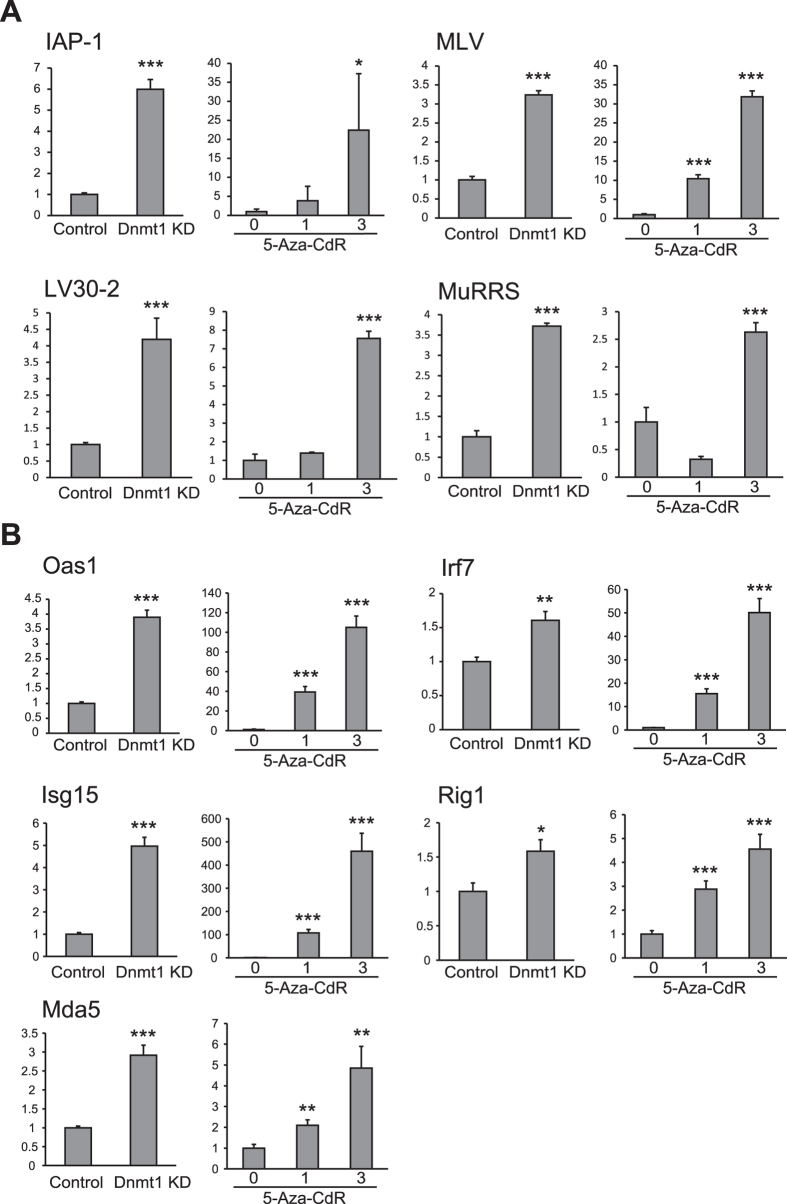
Expression levels of murine ERVs and interferon-responsive genes in intestinal tumor organoids after 5-Aza-CdR treatment and *Dnmt1* knockdown. (**A**) Relative expression levels of IAP-1, MLV, LV30-2 and MuRRS normalized to TBP in intestinal organoids after 5-Aza-CdR treatment (1 μM and 3 μM) and *Dnmt1* knockdown. *p < 0.05 and ***p < 0.0001 compared to control. (**B**) Relative expression levels of *Oas1, Irf7, Isg15, Rig1* and *Mda5* normalized to β*-actin* in intestinal organoids after 5-Aza-CdR treatment (1 μM and 3 μM) and *Dnmt1* knockdown. *p < 0.05, **p < 0.001 and ***p < 0.0001 compared to control.

**Table 1:**
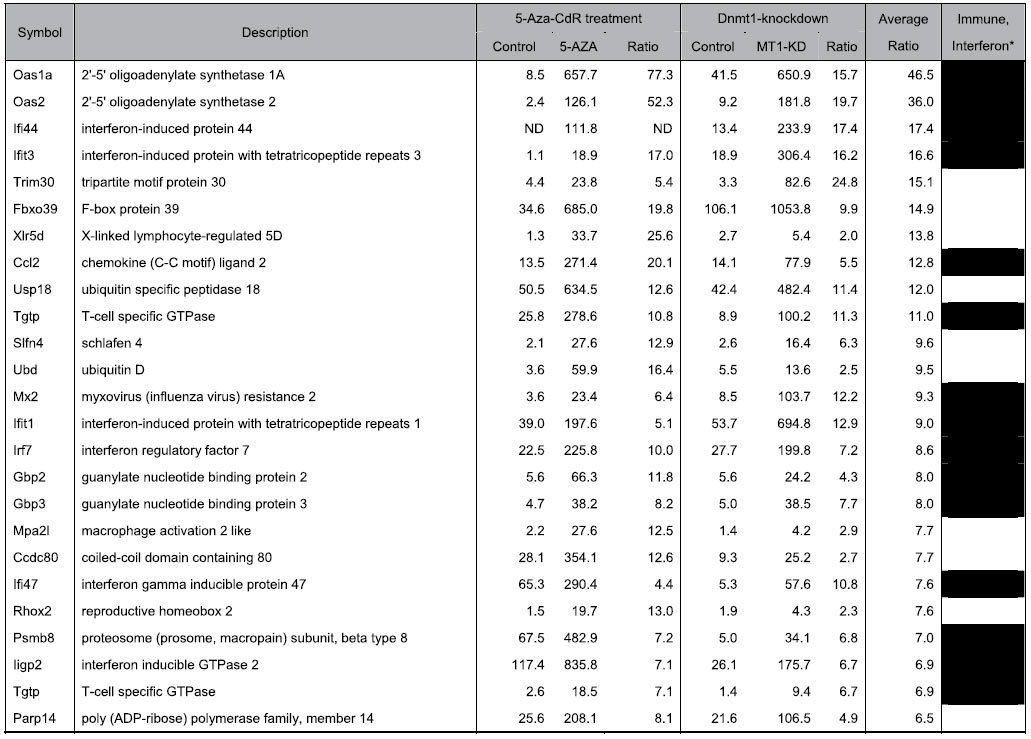
The top 25 genes that were commonly up-regulated by both 5-Aza-CdR treatment and Dnmt1-knockdown.

ND, not detected. *Genes that include the term “immune” or “interferon” in their description and gene ontology annotation are denoted by black.

**Table 2:** The GO and KEGG pathway analyses of the genes commonly up-regulated by both 5-Aza-CdR treatment and Dnmt1-knockdown.

Term	Description	Genes	NGR	NG	*p*-value
GO:0009615	Response to virus	Klra8,Zc3hav1,Ifih1,Irf7,Oas1b,Rsad2,Ifit1,Mx2	79 (36814)	8 (105)	2.36441E-08
GO:0035458	Cellular response to interferon-beta	Gbp3,Gbp2,Ifit3,Ifit1	17 (36814)	4 (105)	2.31915E-05
GO:0006955	Immune response	B2m,Oasl2,Oas1b,Ccl2,Oas1a,Ccl5	151 (36814)	6 (105)	0.00053118
GO:0071346	Cellular response to interferon-gamma	Gbp3,Gbp2,Ccl2	16 (36814)	3 (105)	0.000986171
GO:0019060	Intracellular transport of viral proteins in host cell	Tap1,Ifit1	4 (36814)	2 (105)	0.00309224
GO:0043123	Positive regulation of I-kappaB kinase/NF-kappaB cascade	Bst2,Rnf31,Zc3hav1,Ubd	98 (36814)	4 (105)	0.00535993
GO:0010759	Positive regulation of macrophage chemotaxis	Ccl2,Ccl5	7 (36814)	2 (105)	0.00538121
GO:0045071	Negative regulation of viral genome replication	Ifit1,Ccl5	7 (36814)	2 (105)	0.00538121
GO:0071360	Cellular response to exogenous dsRNA	Zc3hav1,Ifit1	7 (36814)	2 (105)	0.00538121
GO:0032020	ISG15-protein conjugation	Ube2l6,Usp18	6 (36814)	2 (105)	0.00550129
**Pathway**					
KEGG 05162	Measles	Mx2,Adar,Irf7,Stat2,Oas1a,Ifih1,Oas2,Oas1b	135 (36814)	8 (105)	2.85178E-07
KEGG 05160	Hepatitis C	Irf7,Stat2,Ifit1,Oas1a,Oas2,Oas1b	137 (36814)	6 (105)	7.35785E-05
KEGG 04623	Cytosolic DNA-sensing pathway	Ccl5,Adar,Irf7	62 (36814)	3 (105)	0.0130779
KEGG 04620	Toll-like receptor signaling pathway	Ccl5,Irf7,Cd80	100 (36814)	3 (105)	0.0387771

The top 10 terms of GO analysis of the genes commonly up-regulated by both 5-Aza-CdR treatment and Dnmt1-knockdown.

The KEGG Pathway analysis of the genes commonly up-regulated by both 5-Aza-CdR treatment and Dnmt1-knockdown.

GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; NGR, Number of annotated genes in the reference list (Total number of genes in the reference list); NG, Number of annotated genes in the input list (Total number of genes in the input list).

How the deposited data were processed for this re-analysis (not part of the article)

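Gene expression was measured on 4 arrays, 1 each for the untreated control, 1 μM 5-Aza-CdR at day 4, the control shRNA and the Dnmt1 knockdown at day 9. The intensity that the authors deposited for each probe was recomputed from the spot signals as a factor times the signal minus the mean of the blank spots, with 5% of the blank spots trimmed at each end. Nearly all values at or below the recomputed limit, the blank mean plus 2 SD, were left empty by the authors, and the factor set the median of each array to 25. Of 81634 deposited values, 81621 also had a recomputed value. Of 81621 values present on both sides, 99.9963% lay within 1% of the deposited ones. The factors were 0.829 for the untreated control, 0.554 for 5-Aza-CdR, 0.718 for the control shRNA and 0.775 for Dnmt1 knockdown.

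The spot signals were corrected with normexp (offset 50) and quantile normalized over the 4 arrays with limma 3.58.1 in R 4.3.3. The correction used no local background, because the local background of a spot rose with the spot's own signal (correlation of logs 0.81 to 0.96). Further steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Where several probes named a gene (174 genes), the probe with the highest mean log2 value was taken. A control below detection was set to the detection limit. Probes detected on an array made up 89.0% in the untreated control, 92.9% with 5-Aza-CdR, 81.1% in the control shRNA and 84.7% with Dnmt1 knockdown. The number of arrays limits the precision, and no model was fitted. The steps were tested on simulated data, in which differences were set only in bright probes. There 8-fold differences gave a median log2 ratio of 2.70, and unchanged probes passed the 2-fold rule in 0.0043% of 23270 cases.

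Gene lists, thresholds, alternatives and the rule for named genes were written before the data were examined. The lists were interferon-stimulated genes and their part not named by the study, RNA sensing, DNA sensing, interferons and receptors, MHC class I, MHC class II, chemokines and NF-kB targets, germline genes, imprinted genes, DNA methylation machinery, tumor suppressors methylated in tumors, cell cycle and DNA replication, p53 targets, stress response, cell death, Wnt and stem cell genes, and genes named for endogenous retroviruses. Markers of enterocytes, goblet cells, Paneth cells, enteroendocrine cells, tuft cells, immune cells, mesenchymal cells and endothelial cells, reference genes and the genes of Table 2 completed them. The lists of hypoxia genes, of hypoxia genes seen first, of glycolysis and of regenerative epithelium were written after the largest changes had been seen. The median log2 ratio of a list was set against 10000 random lists of the same size, matched on mean signal in 10 bins. List members had to be detected on an array of the comparison, but the random lists drew from all genes. Percentiles of lists with dim genes are therefore less certain. In simulated lists of 30 genes without a shift, 3 of 20 lay outside the central 95%, and with a shift of 0.25 all 20 did. The simulated lists also drew from all genes, so they do not test that difference.

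Named genes were those the study names, the 10 with the largest change shared by both comparisons, the 5 highest and 5 lowest of each comparison, up to 4 members of each list with the largest change, and Lgr5, Mki67, Cdkn1a, Dazl, Rhox5, Tex101, H19, Ifnb1, Ifnl2, Ifnl3, Actb, Gapdh and Tbp. The values of the study's tables had been seen when this rule was written. Genes outside the rule are said to be named because of their values. Alternatives were the deposited values, an offset of 16, plain blank subtraction, median and 75th percentile scaling, quantile normalization within each comparison, other filters on detection, other rules for several probes, and limits of 1.5-fold and 3-fold. Chosen after the data had been seen were counts over each probe with unnamed probes included, detection by the spots without probe, and normexp with the local background subtracted. The RT-PCR, WST and mouse data of the study were not analysed here.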

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

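Of the tests in this part, the Wilson interval, detection by the spots without probe and the list of regenerative epithelium were chosen only after the results had been seen. So were the names Clu, Ly6d, Sprr2b and Hspb1.

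Spots marked as without probe, which the paper does not report on, had signals above the limit set by the blank spots in 67.9% of cases in the untreated control, 68.8% with 5-Aza-CdR, 92.3% in the control shRNA and 82.6% with Dnmt1 knockdown. Their 95th percentile, on the scale of the deposited intensities, was 2.42, 1.90, 3.36 and 4.48 in the same order. Genes of the p53 response, which the paper does not discuss, had a median log2 ratio of 0.31 with 5-Aza-CdR relative to the untreated control, above all 10000 random lists. Of 29 such genes 3 were at least 2-fold higher, namely Plk2 (1.41), Ccng1 (1.28) and Trp53inp1 (1.13), and Cdkn1a, the cell cycle inhibitor p21, had 0.75. The control shRNA culture, which had no 5-Aza-CdR, also lay above the untreated control in this list, with a median of 0.21 and 3 genes higher, so the state of the untreated control was not separated from the drug. With Dnmt1 knockdown the median was 0.07, at percentile 96.9 of random lists. It was 98.9 with median and 99.0 with 75th percentile scaling, outside the central 95%, but these scalings differ by a constant per array and are not separate tests. No p53 target passed the 2-fold rule with Dnmt1 knockdown, a difference between the comparisons that was not tested. A list of genes of regenerative epithelium, also outside the paper's account, had a median of 0.87 over 17 detected genes with 5-Aza-CdR, with 8 genes higher, and of 0.02 over 18 with Dnmt1 knockdown, a sign that changed under another scaling. In the control shRNA culture over the untreated control this list had a median of 0.25, with 6 genes higher and 1 lower. Outside that list, Clu rose by 2.27 with 5-Aza-CdR on the log2 scale, Ly6d by 3.23, Sprr2b by 3.37 and the heat shock protein Hspb1 by 2.58. The control shRNA culture had intensities of 11964 for Ly6d and 29654 for Sprr2b, against 157 and 1306 in the untreated control.

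In the deposited values, 851 genes were at least 2-fold higher and 117 lower with Dnmt1 knockdown, a share of 87.9% higher. A different scaling of the arrays as the whole cause is argued against by the 3694 genes with intensities over 100 on both arrays, whose median log2 ratio was 0.041. Background under the spots was tested by subtracting the spots without probe in place of the blank spots. Then 73.1% of the genes called were higher (575 higher, 212 lower), past the 70% set beforehand against this explanation. The Wilson 95% interval reached from 69.9% to 76.0%, but it counts genes as independent and holds no spread between replicate arrays. Of the 851 higher genes, 638 had a control no higher than the 95th percentile of the spots without probe, against 27.4% of all genes. With detection by those spots, 267 genes were higher and 86 lower, a share of 75.6%. Most of the higher genes thus had a control near the background, while the share higher stayed above 70%, so this explanation stays open. Release of silent genes by the loss of Dnmt1 stays open too and was not tested.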

How the results depend on the processing

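Chosen only after the data had been seen were the counts over each probe with unnamed probes, detection by spots without probe, and normexp with the local background. Unless the construction shows it, the cause of a moved value was not tested. No paired analysis was possible because each condition has 1 array. The signal over background limits dim genes: the median probe lay 20.7 units above the blank mean in the untreated control, 34.9 with 5-Aza-CdR, 18.5 in the control shRNA and 19.9 with Dnmt1 knockdown. The 2 comparisons also differ in vector, selection and day, from which an array batch cannot be separated, and a block for slide or scan, planned for the case that a batch could be read within a comparison, was not run. Counts are given as 5-Aza-CdR higher and lower, Dnmt1 knockdown higher and lower, both higher and lower; the values with the settings of the passages are 145, 102, 47, 20, 27 and 0. A list median or log2 ratio counts as within the tolerance when it moved by less than the SD between probes of the same gene (0.21 with 5-Aza-CdR, 0.15 with Dnmt1 knockdown), and as reversed when its sign changed in a gene that had differed at least 2-fold, or in a list that lay outside the central 95% of random lists in both settings, on opposite sides, so that a median near 0 may change its sign within the tolerance. Of list medians under the alternatives, 700 stayed within the tolerance, 132 moved and 0 reversed, and of the log2 ratios of named genes 3578 stayed, 1314 moved and 4 reversed. These totals include alternatives that by construction change few or no values. Requiring detection on both arrays, no detection filter and the mean over probes left 408, 408 and 404 gene ratios within the tolerance. In the deposited values 244 gene ratios moved and 164 stayed, and 34 list medians moved and 30 stayed. The number of lists outside the central 95% of random lists stayed within 1.5 times its value of 14 with 5-Aza-CdR and 9 with Dnmt1 knockdown under each alternative. Median scaling left the counts with Dnmt1 knockdown and both within 1.5 times, as did 75th percentile scaling for all but the lower genes of both, and requiring detection on both arrays, no detection filter, the mean over probes and each named probe on its own did so for all counts.

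A 1.5-fold limit, which by construction admits more genes, gave 417, 386, 155, 128, 75 and 27, with 40 interferon-stimulated genes higher with Dnmt1 knockdown and 1473 higher and 1479 lower in the control shRNA than in the untreated control. A 3-fold limit, which admits fewer, gave 45, 20, 20, 5 and 13, with 13 interferon-stimulated genes higher with 5-Aza-CdR and 13 with Dnmt1 knockdown, and 208 higher and 194 lower between the controls. In the deposited values the counts were 946, 327, 851, 117, 155 and 18, with 41 and 44 interferon-stimulated genes higher, 1073 and 4027 between the controls, an across-gene correlation of 0.21 and a Dnmt1 log2 ratio of 0.63 with 5-Aza-CdR. At an offset of 16 they were 241, 177, 74, 57, 43 and 7, with 961 and 990 between the controls. Plain blank subtraction gave 581, 428, 204, 303, 71 and 40, with 38 and 42 interferon-stimulated genes higher, 1745 and 1841 between the controls, a correlation of 0.22 and a Dnmt1 log2 ratio of -0.91 with Dnmt1 knockdown. Median scaling gave 343 higher and 52 lower genes with 5-Aza-CdR, a correlation of 0.16 and a Dnmt1 log2 ratio of 0.81 with 5-Aza-CdR. Under 75th percentile scaling 1 gene was lower in both. The correlation was again 0.16, which holds by construction, since this scaling differs from median scaling by a constant per array. Quantile normalization within each comparison gave 234 higher and 1760 lower genes between the controls, which by its construction are not on a common scale. The cause of these shifts, other than those marked, was not tested.

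Counted over each probe with unnamed probes, 74 were higher with Dnmt1 knockdown. The same count in the deposited values gave 1313, 453, 1384, 163, 238 and 23, with a correlation of 0.21. The deposited values with detection by spots without probe gave 739, 275, 267, 86, 88 and 15, with 41 and 43 interferon-stimulated genes higher, 978 and 3183 between the controls and a Dnmt1 log2 ratio of 0.63 with 5-Aza-CdR. With the local background subtracted, 207 genes were higher and 361 lower with Dnmt1 knockdown and 8 were lower in both, 13 interferon-stimulated genes were higher with 5-Aza-CdR, and the correlation was 0.036. The Dnmt1 log2 ratios were then 0.17 and -0.87. In that setting the log2 ratio reversed for Cxcl16 with 5-Aza-CdR (-0.36) and, with Dnmt1 knockdown, for B2m (-0.29), Irf7 (-0.26) and 2310016F22Rik (-0.25). The local background rose with the spot's own signal, and the cause of the reversals was not tested.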

Differences from the paper's values

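Nothing in this part was tested beyond the alternatives named, of which detection by the spots without probe was chosen only after the values had been seen. Table 1 was compared over 38 ratios of 20 genes on the scale of the blank-subtracted signal. Of these, 35 match at 2 significant digits or within 2%, and 3 differ.

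For Ifit1 with 5-Aza-CdR, the ratio to control was 0.985 (0.988 after normexp with offset 50), where the paper's value is about 5.1 in Table 1, read by eye. With Dnmt1 knockdown it was 1.65 (1.11 after normexp with offset 50), against the paper's about 13 in Table 1, read by eye. The first of these ratios is poorly determined, since the Ifit1 intensities were 2.07 in the untreated control, within the range of the spots without probe there, and 2.04 with 5-Aza-CdR. For Xlr5d with 5-Aza-CdR it was 3.45 (1.19 after normexp with offset 50), against the paper's about 26 in Table 1, read by eye. Of the alternatives set before the data were examined, the deposited values and plain blank subtraction lie on the scale of the paper's ratios. For each of these 3 ratios both still differ, and neither falls within 1.5 times the paper's value. An offset of 16 and the median, 75th percentile and within-comparison scalings differ too. They cannot decide the question, since they also differ for ratios that match in the deposited values, such as Oas2 with 5-Aza-CdR (7.52 at an offset of 16, against the paper's about 52). Other detection filters and the mean over probes left the normexp ratios of these probes unchanged. These ratios are those of the named probes, and 6842 probes are unnamed here, so that another probe of Ifit1 or Xlr5d is not excluded.

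The GO analysis of the paper started from 105 commonly up-regulated genes, the paper's value, and 27 genes were at least 2-fold higher in both comparisons here. The paper's text states no threshold for its list. Of the alternatives set before the data were examined, the deposited values (155), plain blank subtraction (71) and a 1.5-fold limit (75) fall within 1.5 times the paper's number. An offset of 16 (43), median scaling (28), 75th percentile scaling (25), quantile normalization within each comparison (27), detection on both arrays (26), no detection filter (27), the mean over probes (27), each probe on its own (27) and a 3-fold limit (13) do not. The deposited values with detection by spots without probe gave 88, within 1.5 times, but this alternative was chosen after the values had been seen and drops 3 of the 20 genes of Table 1 and 1 of the 23 of Table 2 that have a named probe, against 2 and 1 in the deposited values.

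The paper states that Dnmt1 expression decreased when the RNA was taken after both interventions. Its Methods name quantitative RT-PCR with a t-test for Dnmt1, a different measure from the 1 probe on 1 array per condition used here. On the arrays the Dnmt1 log2 ratio was -0.69 with Dnmt1 knockdown, a decrease, and 0.39 with 5-Aza-CdR, an increase, and it stayed above 0 with 5-Aza-CdR under each alternative.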

Other observations

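The lists of hypoxia and glycolysis genes, and the tests on them and on the Dnmt1 signal except that of the position on the slide, were chosen only after the results had been seen.

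The lists of goblet and Paneth cell markers had lower medians after 5-Aza-CdR. Of 13 genes of the goblet cell list 3 fell, Spink4, the trefoil factor Tff3 and the mucin Muc13 (-1.64), with a median of -0.21. Of 11 genes of the Paneth cell list 3 fell, the antimicrobial Ang4 (-1.47), the lectin Reg4 (-2.05) and Guca2b (-1.25), with a median of -0.41. The listed defensin Defcr5 had -0.57 and was not called. Whether each listed gene marks only that cell type in these organoids was not tested. With Dnmt1 knockdown the medians were -0.06 and -0.04, over 11 detected genes each, with signs that changed under another scaling, and 1 gene of each list rose, Tff3 and Pla2g2a (1.11). Enteroendocrine markers had a median of 0.14 with Dnmt1 knockdown, above 99.98% of random lists, with 1 gene higher, Chgb (1.28), and of 0.0053 with 5-Aza-CdR, where the sign changed under another scaling, Cpe was higher (1.33) and Neurog3 lower (-1.30). The deposited values had 4 such markers higher with Dnmt1 knockdown and 5 higher and 1 lower with 5-Aza-CdR. Of goblet cell genes with 5-Aza-CdR they had 5 lower and 1 higher, with a median of -0.47. Of Paneth cell genes they had 3 lower, with a median of -0.52. For 5-Aza-CdR and Dnmt1 knockdown, the medians of further lists were -0.04 and 0.05 for enterocytes, 0.06 and 0.02 for tuft cells, -0.08 and 0 for Wnt and stem cell genes, 0.06 and 0.05 for cell death, 0.17 and -0.07 for the stress response, 0.08 and -0.14 for reference genes and 0.09 and -0.06 for the DNA methylation machinery. The sign changed under another scaling with 5-Aza-CdR for enterocytes, tuft cells, Wnt and stem cell genes, cell death and reference genes, and with Dnmt1 knockdown for Wnt and stem cell genes.

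Few genes of the germline, imprinted and tumor suppressor lists passed the 2-fold rule at the offset of 50, which draws dim genes toward 0, and more did so in the deposited values. Whether they were methylated or silent in these organoids was not measured, and Vim had an intensity of 2544 in the untreated control. Of 28 detected germline genes 1, Tex19, rose with 5-Aza-CdR (1.07), Dazl had a log2 ratio of 0.32, and the list medians were 0.0033, with a sign that changed under another scaling, and 0.02 over 17 with Dnmt1 knockdown. In the deposited values 7 of the 28 germline genes were higher and 1 lower with 5-Aza-CdR and 5 of 17 higher with Dnmt1 knockdown, with medians of 0.31 and 0.55. Of 25 imprinted genes 1, H19, fell with 5-Aza-CdR (-1.45), with medians of -0.02 and -0.04, the second with a changing sign. Tumor suppressors methylated in tumors had medians of 0.03 and -0.01, both with changing signs, with Dkk2 higher (1.34) and Vim lower (-2.08) with 5-Aza-CdR and Rassf1 higher (1.02) with Dnmt1 knockdown. In the deposited values 7 tumor suppressors were higher and 2 lower with 5-Aza-CdR and 3 higher and 4 lower with Dnmt1 knockdown, and of the imprinted genes 2 were higher and 1 lower, and 4 higher and 1 lower. Of genes named for endogenous retroviruses 3 were detected with 5-Aza-CdR and 2 with Dnmt1 knockdown, with medians of -0.02 and -0.0029, again with changing signs; the retroviruses that the study measured by RT-PCR have no named probe here. Mesenchymal markers had medians of -0.0045 and -0.0043 and endothelial markers of -0.0079 and -0.02, with changing signs. With 5-Aza-CdR the mesenchymal markers Fn1, fibronectin (2.07), and Acta2 (1.11) rose and Vim fell, and the endothelial marker Flt1 rose (1.25). Among genes that the study measured by RT-PCR, Ddx58 (Rig1) had log2 ratios of 0.54 with 5-Aza-CdR and 0.99 with Dnmt1 knockdown, and Isg15 has no named probe here. The untreated control and the control shRNA culture differed at least 2-fold in 597 genes higher and 600 lower in the control shRNA. The goblet cell list had a median of -0.30 and the Paneth cell list of -1.46 there, the direction that they had with 5-Aza-CdR, with the defensin Defcr5 at intensities of 9729 and 42.5.

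Hypoxia genes were lower after 5-Aza-CdR, with a median log2 ratio of -0.65 over 24 genes, of which 3 fell, and 0 of the 24 lay above 0. Another 6 hypoxia genes had been seen first among the largest changes. Their median was -1.77, with 6 of 6 lower, but they were picked on these arrays, so this is not independent evidence. In 12 genes of glycolysis the median was -0.81 with 5 genes lower, among them Pgk1 (-1.46). With Dnmt1 knockdown the medians were -0.02 (with a changing sign) for the 24 hypoxia genes, -0.25 for the 6 seen first and -0.19 for glycolysis. In the deposited values 7 of the 24 hypoxia genes fell with 5-Aza-CdR and 1 lay above 0. With Dnmt1 knockdown 2 of them rose and 1 fell there. The tables argue against the scaling of the arrays, under which the highest gap to the median of matched random lists was -0.53 (this bound replaced one on the list median itself, whose highest value was -0.30), and against position on the slide, since 593 spots within 2 spots of the hypoxia probes had a median of -0.0086. The state of the untreated control culture cannot be told apart from the treatment with 1 array, since the control shRNA culture was also lower, with medians of -0.75 for the 24 hypoxia genes and -1.95 for glycolysis. Slower growth after 5-Aza-CdR may also lower oxygen use, which was not tested.

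The Dnmt1 signal was higher after 5-Aza-CdR, with a log2 ratio of 0.39. The scaling of the arrays alone is argued against by the lowest ratio among the scaling alternatives, 0.40. An error of the single probe cannot be told apart from a change, since the ratio was 1.88 times the SD between probes of the same gene. A larger share of cycling cells could also raise Dnmt1, and this stays open, since the cell cycle list without Dnmt1 lay at percentile 91.3 or higher of random lists under each scaling, neither past the central 95% nor under the middle; a first criterion, a median above 0 under every scaling, had been met (lowest 0.06) and was replaced by this stricter one after it was seen. The paper's WST assay, which had lower proliferation at the same dose and time, points away from more cycling cells, while 30 of the 49 listed genes lay above 0. A response of the Dnmt1 gene to the trapping of its protein by 5-Aza-CdR was not tested.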
